A study of Rattus norvegicus with 10 samples. Its data were reported in "AhR activation underlies the CYP1A autoinduction by A-998679 in rats" (2012).

How the data were processed

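Jejunum was taken from male Sprague Dawley rats after 5 days of daily oral dosing and flash frozen. Total RNA was labelled with biotin and hybridised to Affymetrix rat RAE230 arrays, with 1 array per rat. Rats received vehicle (0.2% hydroxypropylmethylcellulose at 10 ml/kg/day) or A-998679 at 30, 100 or 200 mg/kg/day, and per the labels 3, 2, 3 and 2 arrays fell into these groups. Rat 3 of the 30 mg/kg group and of the 200 mg/kg group was not analysed here. All rats were different animals, so the rat numbers of the labels were not used to pair arrays, and no batch was given.

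The authors analysed the scanned arrays in Rosetta Resolver 7.2 with its error model, at a p-value threshold of 0.05. The deposited value table holds log10 intensities for 29559 probe sets on 10 arrays, from -4.34 to 4.02, with the background correction and scaling between arrays done by the authors in that program. How the program summarised probes and scaled arrays was not stated in the sources used here. Between 3237 and 3348 probe sets were blank per array (11.0% to 11.3%), 22659 had a value on all arrays and 616 had none. Blanks lay among dim probe sets, since the median of the mean log2 intensity was 6.21 without blanks and 2.66 with 1 to 9 blanks. A separate deposited table gives the authors' fold changes of each treated rat against vehicle for 3303 probe sets, signed so that a fall by a given factor is negative, and set to 1 where the change was under 1.5-fold or did not pass the threshold. It was used only for the values credited to the authors' deposited table, and 1742 of its probe sets stood at 1 in all 7 columns. For an array no depth is defined, and precision is limited by the number of arrays.

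Values were converted from log10 to log2. Array medians lay between 5.86 and 5.91, a largest difference of 0.041, which is under the 0.2 at which arrays would have been centred, so none were. Blanks were left missing in the tests of single probe sets. Probe sets were named from the platform annotation, in which 19952 name 1 gene, 428 several and 9179 none. Gene identifiers of 19886 were found in a reference gene table and no symbol changed. No gene was named from a probe set with several. No genome build was given in the sources used here, and probe sets are identified by their array name only. The table holds no control probe sets.

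The tests used limma 3.58.1 in R 4.3.3, with tables and plots made in Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9. The 40% of probe sets with the lowest mean over all 10 arrays were left out (11823 probe sets, lowest mean kept 4.89), and 17736 probe sets naming 10220 genes were tested, 271 of them with a blank. A model with 1 mean per group was fitted to all 10 arrays, so that the groups share their estimate of spread, and moderated with default settings (prior SD 0.223, prior degrees of freedom 2.69). Each dose was compared with vehicle and 200 mg/kg with 100 mg/kg, two-sided, with Benjamini-Hochberg adjustment over all probe sets tested in that comparison. A probe set was called at an adjusted p of up to 0.05. A moderated F test over the 3 doses called 8 probe sets. Fold changes of probe sets with blanks rest on fewer arrays, and the value with blanks at a floor is given beside those of Cyp1a1, Ahr, Pou2af1, 1377066_at and 1378966_at.

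Gene lists of drug-responsive pathways, metabolism, immune and stress responses, and cell types of the gut wall were written from general knowledge, 43 lists with 693 entries, of which 584 were measured. The 41 lists with at least 4 tested genes were compared with all other genes by camera in limma, with its preset correlation between genes of 0.01 and adjustment over the lists of a comparison. Each gene was represented by its brightest probe set, and blanks and low values were set to the 10th percentile of all values (3.18 on the log2 scale, 9.05 on the linear scale). Camera with an estimated correlation and fry were run beside it. None of the 12, 14, 8 and 13 lists called at 30, 100 and 200 mg/kg and between 200 and 100 mg/kg were called with an estimated correlation, where the lowest adjusted p was 0.427, 0.190, 0.352 and 0.0891. Members were counted over all probe sets and adjusted over the list alone. The score of a list on an array is the mean log2 difference of its genes from the vehicle mean. The liver transcript score is the mean of 27 liver genes, each centred over all arrays, from a list written after the arrays had been inspected by principal components.

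Genes named in the text follow a fixed rule. Cyp1a1, Cyp1a2, Cyp1b1, Ahr, Ahrr, Nqo1, Tiparp, Abcc2 and Abcc3 were always named. For each dose up to 12 called genes per direction were named if every array of the dose lay beyond every vehicle array, and up to 6 per direction between 200 and 100 mg/kg. Of each list, members were taken from the 4 with the smallest p. The probe sets 1377066_at, 1378966_at and 1393535_at and the comparison of single rats were named after their values were seen. The groups, tests, filters, lists and the rule for names were fixed before the data were examined, and so were 23 alternatives, of which 10 leave out 1 array each. The others were quantile normalization, centring on array medians, a floor at the 25th percentile, an offset of 16 before the logarithm, no intensity filter, a filter on the lowest 60%, a variance trend with robust moderation (trend alone for the list tests), array weights, only the arrays of the groups compared, the rat number as a block, the median over the probe sets of a gene, and the methods' t-test before and after Benjamini-Hochberg adjustment. A further 3 were added after the data were seen, a floor at the 10th percentile in the single-gene tests and the smooth muscle or the liver score as a covariate.

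The procedure was tested on simulated data with the real means and spreads of 17465 probe sets without blanks, 200 of them changed. At 30 mg/kg against vehicle it recovered 37.3%, 86.6% and 93.9% of the 2-fold, 4-fold and 8-fold changes, and it called 8 of 17265 unchanged probe sets. At 100 mg/kg it recovered 43.3%, 95.5% and 97.0% with 12 false calls, at 200 mg/kg 37.3%, 88.1% and 93.9% with 8, and between 200 and 100 mg/kg 49.3%, 86.6% and 90.9% with 7. In the list test on 10104 simulated genes, the shifted list was called in all 4 comparisons and 0 of 40 other lists were. Genes were simulated independently of each other, so this cannot show how often lists of correlated genes are called falsely. The recovered shares hold for data with 200 changed probe sets. Benjamini-Hochberg adjustment is stricter where fewer probe sets pass, and the real comparisons called 2 to 4 each. These shares therefore do not give the share of true changes found in the real data.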

Results

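RNA from the jejunum of 10 male Sprague Dawley rats was measured on Affymetrix RAE230 arrays, with 1 rat per array, after 5 days of oral dosing. A-998679 is an experimental compound that acts on nicotinic acetylcholine receptors and was found by the study to act on the aryl hydrocarbon receptor (AhR) as well. Vehicle was given to 3 of the rats, 30 mg/kg/day to 2, 100 mg/kg/day to 3 and 200 mg/kg/day to 2. Each array had values for 29559 probe sets, of which 11.0% to 11.3% were blank, and a median intensity of 58.2 to 59.9. Intensities are given on the log2 scale as mean ± SD over the rats of a group, and the number of arrays limits their precision.

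The jejunum was profiled to learn whether Cyp1a1, an AhR-driven enzyme that the study linked to the clearance of A-998679, also changes in the gut wall. Cyp1a1 (probe set 1370269_at) had an intensity of 7.82 ± 0.82 (SD, n = 3) in vehicle rats, 9.51 ± 1.13 (SD, n = 2) at 30 mg/kg and 9.27 ± 0.85 (SD, n = 3) at 100 mg/kg. The mean intensities were 3.22-fold and 2.72-fold above vehicle at 30 and 100 mg/kg. At 200 mg/kg the signal was 5.86 in rat 1 and blank in rat 2, against a lowest vehicle value of 7.09. The groups overlapped at the lower doses, since vehicle rat 3 had 8.71, 30 mg/kg rat 2 had 8.71 and 100 mg/kg rat 3 had 8.57.

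None of these Cyp1a1 differences passed the limma test over all probe sets. Before that adjustment, for this gene chosen beforehand, the limma p was 0.0381 at 30 mg/kg and 0.0449 at 100 mg/kg. With the blank of 200 mg/kg rat 2 at the floor, the unadjusted limma p was 0.0848, 0.0968 and 0.00450 in order of dose. Between the upper doses it was then 4.53e-04. The log2 fold change was 1.69 (SE 0.68, adjusted p = 1) at 30 mg/kg, 1.44 (SE 0.60, adjusted p = 0.269) at 100 mg/kg and -1.96 (SE 0.85, adjusted p = 0.409) at 200 mg/kg. Between 200 and 100 mg/kg it was -3.40 (SE 0.85, adjusted p = 0.433). With the blank set to the floor of 3.18, the last pair of values became -3.30 and -4.75, again short of the adjusted threshold. Neither passed in any alternative that gave a value, the methods' t-test before adjustment included. In the authors' deposited table of fold changes per rat, Cyp1a1 stood at 4.22 in 30 mg/kg rat 1, 3.81 in 100 mg/kg rat 2, -7.44 in 200 mg/kg rat 1 and -54.8 in 200 mg/kg rat 2. In the authors' deposited table the other 3 treated rats had 1, which stands there for a change that did not pass.

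**Figure D1:**
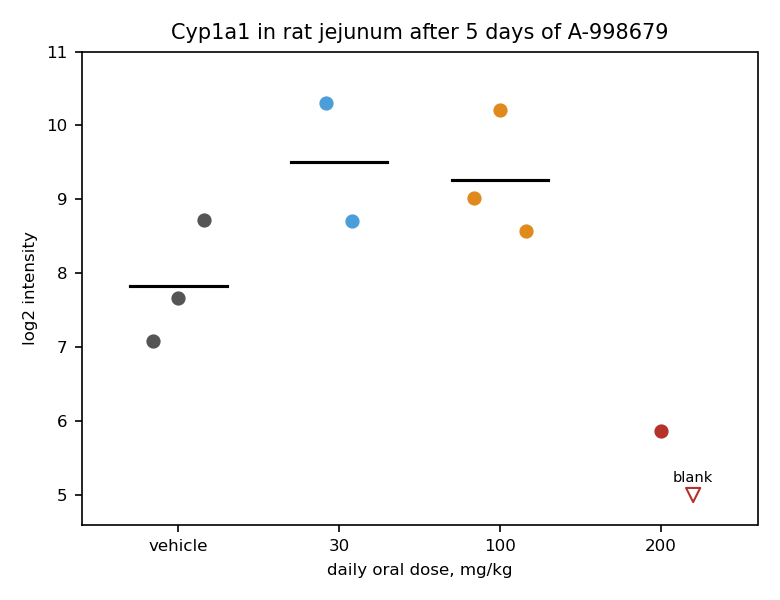
Intensity of Cyp1a1 (log2) on each array by daily dose, with 1 dot per rat and a black line at the mean of groups with more than 1 value. The open triangle marks the 200 mg/kg rat whose value is blank, placed at the bottom of the axis. The other 200 mg/kg rat had 5.86, below the 3 vehicle rats at 7.09 to 8.71.

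Other genes under AhR control went in both directions, and none passed the test over all probe sets. Cyp1b1, another enzyme of the family, had log2 fold changes of -0.49 (SE 0.14, limma adjusted p = 0.195) at 100 mg/kg and -0.73 (SE 0.16, adjusted p = 0.194) at 200 mg/kg. Tiparp, an AhR-induced repressor of the receptor, had 0.62 (SE 0.20, adjusted p = 0.212) at 100 mg/kg and 0.25 (SE 0.23) at 30 mg/kg. In this probe set, 1374446_at, 30 mg/kg rat 1 at 8.28 lay below vehicle rat 1 at 8.63. The other Tiparp probe set, 1385407_at, had 1.05 (SE 0.35, adjusted p = 1) at 30 mg/kg with both rats above every vehicle rat. Its vehicle values were 6.25, 7.49 and 7.50, so the size of this difference rests partly on vehicle rat 1. In the authors' deposited table, probe set 1385407_at stood at 1.89 and 2.25 in the 30 mg/kg rats, and probe set 1374446_at at 1 in both. Ahr itself had 0.91 (SE 0.35, adjusted p = 0.249) at 100 mg/kg, or 1.43 with the blank of vehicle rat 3 at the floor. At 30 mg/kg Ahr had -0.93 (SE 0.38), or -0.40 with that blank at the floor. Its other probe set, 1369147_at, lay below the intensity filter, with 0.24 at 30 mg/kg and 1.16 at 100 mg/kg. Ahrr, the AhR repressor, had -0.68 (SE 0.30, adjusted p = 0.400) at 200 mg/kg. The quinone reductase Nqo1 had -0.19, 0.10 and 0.34 in order of dose. Cyp1a2 (1387243_at) lay below the intensity filter, with 5.87, 2.63 and 4.34 in the vehicle rats, 3.52 and 2.34 at 30 mg/kg, 4.54, blank and 1.63 at 100 mg/kg, and 4.61 and blank at 200 mg/kg. In the authors' deposited table Cyp1a2 stood at 1 in all 7 treated rats.

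As a list, the 6 tested AhR targets had a mean log2 fold change of 0.19 at 30 mg/kg, 0.51 at 100 mg/kg and -0.51 at 200 mg/kg (camera adjusted p = 0.692, 0.238 and 0.425). Adjusted over the list alone, Tiparp passed upward and Cyp1b1 downward at 100 mg/kg, and Cyp1b1 downward at 200 mg/kg. The list was lower at 200 than at 100 mg/kg, by -1.02 (camera adjusted p = 0.0136). Cyp1a1 entered this mean at -4.75, with the blank of 200 mg/kg rat 2 at the floor, so the mean rests largely on that gene. Adjusted over the list alone, Cyp1a1 passed there, on the value of 200 mg/kg rat 1 only. The call of the list is lost with an estimated correlation, and also without the intensity filter (-0.71, camera adjusted p = 0.233).

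The mean intensities of the export pumps Abcc2 and Abcc3 lay above vehicle at the upper doses, and neither passed the test. Abcc2 had a log2 fold change of 1.30 (SE 0.45, limma adjusted p = 0.221, 2.47-fold) at 100 mg/kg with all 3 rats above every vehicle rat. At 200 mg/kg Abcc2 split between 7.41 and 9.48, against 8.15, 7.41 and 7.85 in the vehicle rats. In the authors' deposited table Abcc2 stood at 1 and 1.61 in the 30 mg/kg rats, 2.50, 1.89 and 2.53 in the 100 mg/kg rats and -1.54 and 2.96 in the 200 mg/kg rats. Abcc3 had 1.27 (SE 0.58, adjusted p = 0.287) at 100 mg/kg and 1.93 (SE 0.65, adjusted p = 0.305) at 200 mg/kg, while Abcc3 in vehicle rat 1, at 6.70, exceeded 100 mg/kg rats 2 and 3, at 6.44 and 6.52. Without vehicle rat 1, Abcc3 passed at 100 mg/kg (1.94) and 200 mg/kg (2.59), as did Tiparp at 100 mg/kg (0.81) and Cyp1b1 at 100 mg/kg (-0.58) and 200 mg/kg (-0.82). With array weights Abcc2 (1.55), Abcc3 (1.28), Tiparp (0.76) and Cyp1b1 (-0.48) passed at 100 mg/kg. The smooth muscle score, the mean log2 difference of 14 muscle markers from the vehicle mean, was -0.87, -0.88 and -0.91 in the 100 mg/kg rats. With this score as a covariate, Abcc2 had 0.16, Abcc3 -0.71 and Tiparp -0.10 at 100 mg/kg.

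At 30 mg/kg, transcripts of lymphocytes, hormone-secreting cells and the cholesterol pathway fell as groups. All 7 T and NK cell markers that passed the intensity filter, of 16 on the array, were below vehicle. Their mean log2 fold change was -0.59 (camera adjusted p = 0.0014, adjusted p = 0.627 with an estimated correlation), with Cd3g at -0.69 (SE 0.23) and Gzma at -0.92 (SE 0.33). The 6 B and plasma cell markers averaged -1.41 (camera adjusted p = 0.00147, adjusted p = 0.627 with an estimated correlation), and Pou2af1 (-5.86, SE 1.13) and Ms4a1 (-3.62, SE 0.95) fell when adjusted over the list alone. With blanks and low values at the floor, as in the list mean, these became -2.60 and -2.75. Of 12 enteroendocrine markers, with a mean of -0.48 (camera adjusted p = 0.00335, adjusted p = 0.427 with an estimated correlation), Gcg (-2.51, SE 0.53), the precursor of glucagon and GLP hormones, and Gip (-0.73, SE 0.19), another gut hormone, fell when adjusted over the list alone. Of 19 cholesterol synthesis genes, 17 were below vehicle and the mean was -0.32 (camera adjusted p = 0.00168, adjusted p = 0.627 with an estimated correlation), with Fdps at -0.70 (SE 0.25) and Tm7sf2 at -0.63 (SE 0.22).

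By fry, which asks only whether a list moves on balance, no list passed at 30 mg/kg, and the lowest adjusted p, for enteroendocrine markers, was 0.135. Without vehicle rat 1 the T and NK mean was -0.30, still called, and the scores of that list were 0.59, -0.32 and -0.27 in the vehicle rats. The smooth muscle scores of the 30 mg/kg rats were 0.42 and 0.08, against -0.51, 0.24 and 0.28 in the vehicle rats. The B and plasma list also lost its call without 30 mg/kg rat 1 (-1.34) and the enteroendocrine list with array weights (-0.34).

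A further 8 lists were called at 30 mg/kg. The 11 goblet cell markers had a mean of -0.35 (camera adjusted p = 0.00335, adjusted p = 0.627 with an estimated correlation), with Zg16 at -0.73 (SE 0.25). The 6 endothelial markers had -0.37 (camera adjusted p = 0.00866, adjusted p = 0.627 with an estimated correlation), and Kdr (-0.90, SE 0.20), a VEGF receptor, fell when adjusted over the list alone. The 7 markers of distal intestine had -0.85 (camera adjusted p = 0.0229, adjusted p = 0.627 with an estimated correlation), led by Gcg and by the ileal bile acid binding protein Fabp6 at -2.93. All 15 ribosomal protein genes were below vehicle, with a mean of -0.24 (camera adjusted p = 5.75e-04, adjusted p = 0.637 with an estimated correlation). The 14 smooth muscle markers were all above vehicle, with a mean of 0.25 (camera adjusted p = 0.00406, adjusted p = 0.780 with an estimated correlation). Immediate early genes had 0.34 (camera adjusted p = 0.00607, adjusted p = 0.627 with an estimated correlation), with Atf3 at 1.02. Enteric neuron and glia markers had 0.23 (camera adjusted p = 0.0459, adjusted p = 0.627 with an estimated correlation), and fat absorption genes had 0.15 (camera adjusted p = 0.0391, adjusted p = 0.787 with an estimated correlation).

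Several of these calls rested on 1 rat or on a setting. Without 30 mg/kg rat 2, which had the highest value of 4 of 6 adipose transcripts, no call remained for the ribosomal (-0.0024), immediate early (0.02), fat absorption (-0.02) and goblet (-0.16) lists, and without vehicle rat 1 none remained for the smooth muscle (-0.01), neuron (0.03), goblet (-0.29) and distal (-0.53) lists. The endothelial call ended without vehicle rat 3 (-0.28), the smooth muscle (0.08), neuron (0.11) and distal (-0.80) calls without 30 mg/kg rat 1, the neuron call (0.23) without 100 mg/kg rat 3, and the immediate early (0.23 and 0.33) and fat absorption (0.14 and 0.05) calls without vehicle rat 2 or 3. Array weights ended the smooth muscle (0.05), neuron (0.13), endothelial (-0.18), distal (-0.55) and fat absorption (0.17) calls, the smooth muscle covariate the goblet (-0.33), neuron (0.07) and distal (-0.65) calls, and the liver covariate the smooth muscle (0.17), neuron (0.11), distal (-0.51) and fat absorption (0.11) calls. Quantile normalization ended the fat absorption call (0.14), the floor at the 25th percentile the distal call (-0.58) and the filter on the lowest 60% the neuron call (0.35).

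Among single probe sets, 2 fell at 30 mg/kg and none rose, by limma over 17707 probe sets. Slamf9, a receptor of the SLAM family on immune cells, fell from 5.06 ± 0.20 (SD, n = 3) to 3.09 ± 0.20 (SD, n = 2), a log2 fold change of -1.97 (SE 0.20, adjusted p = 0.0432) with both rats below every vehicle rat. The unannotated 1377066_at had -2.25 (SE 0.18, adjusted p = 0.0432) against the 2 vehicle rats with a value, and -1.05 with the blank of vehicle rat 3 at the floor. At an unadjusted p of up to 0.05, 825 probe sets passed (323 higher, 502 lower), against 885 expected by chance. Slamf9 lost its call when any 1 array was left out (-2.11 to -1.83, limma adjusted p = 0.0701 to 0.187). Its values at 30 mg/kg, 2.95 and 3.23, lay about the floor of 3.18, so the size of the fall depends on how low values are treated, and it was -0.56 with a floor at the 25th percentile and -1.01 with log2(value + 16), neither called. The count was 1 without vehicle rat 1 or 100 mg/kg rat 1, 0 without any other array except vehicle rat 3, and 2 without that one. The 1 called without vehicle rat 1 was higher and was neither of the 2 called with all arrays. Of the 2 called without vehicle rat 3, 1 was also called with all arrays.

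At 100 mg/kg, mast cell and antigen presentation transcripts rose on every array while muscle and nerve transcripts fell. The mast cell proteases Mcpt1 (2.53, SE 0.50) and Mcpt9 (1.34, SE 0.26) rose with Cpa3 (0.94, SE 0.24) and the IgE receptor subunit Ms4a2 (0.84, SE 0.28). Thus 4 of 4 tested mast cell markers were higher when adjusted over the list alone. The mast cell mean was 1.41 (camera adjusted p = 1.82e-04, adjusted p = 0.190 with an estimated correlation). Over 23 alternatives it ran from 0.67 to 1.70. All 8 MHC class II genes were higher on the same basis, with a mean of 1.24 (camera adjusted p = 2.09e-08, adjusted p = 0.358 with an estimated correlation), among them RT1-Db1 (1.10, SE 0.21), RT1-Da (0.81, SE 0.16), RT1-Bb (3.00, SE 0.65) and the invariant chain Cd74 (0.64, SE 0.14). All 14 smooth muscle markers were lower, with a mean of -0.89 (camera adjusted p = 1.88e-09, adjusted p = 0.507 with an estimated correlation), including Lmod1 (-1.45, SE 0.25), Tpm2 (-1.12, SE 0.24), Myl9 (-1.17, SE 0.27) and Smtn (-0.96, SE 0.23). Of 10 enteric neuron and glia markers 7 were lower, with a mean that was also -0.89 (camera adjusted p = 1.82e-04, adjusted p = 0.358 with an estimated correlation) and with Tubb3 at -0.89 (SE 0.14), Snap25 at -1.43 (SE 0.33) and Uchl1 at -2.03 (SE 0.54).

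By fry, mast cells (adjusted p = 0.00879), MHC class II (0.0241), neurons (0.0241) and macrophage and granulocyte markers (0.0241) passed at 100 mg/kg, and no other list did, smooth muscle having 0.0786. The smooth muscle score was -0.87, -0.88 and -0.91 in the 100 mg/kg rats, and -0.51, 0.24 and 0.28 in the vehicle rats. With this score as a covariate the mast cell mean was 1.35 and the MHC class II mean 0.68, both still called, and the neuron mean was -0.31, no longer called.

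**Figure D2:**
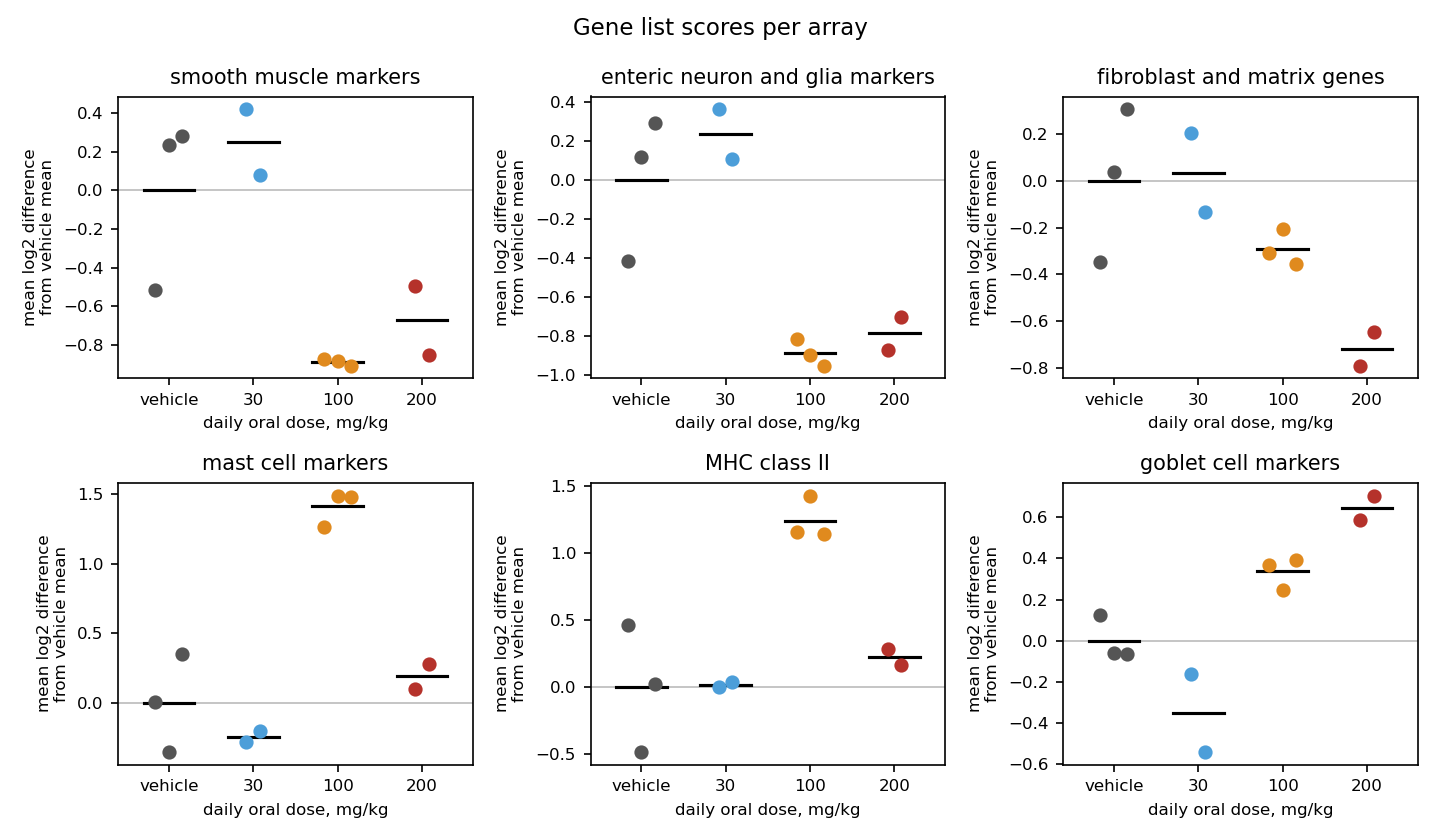
Score of 6 gene lists on each array by daily dose, as the mean log2 difference of the list's genes from the vehicle mean, with 1 dot per rat and a black line at the group mean. Mast cell markers stand at 1.27 to 1.49 and MHC class II at 1.14 to 1.43 in the 100 mg/kg rats, and smooth muscle markers at -0.91 to -0.87.

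Phagocyte markers also rose at 100 mg/kg. The complement genes C1qc (0.92, SE 0.17), C1qb (1.17, SE 0.27) and C1qa (0.96, SE 0.23) and the receptor Csf1r (0.59, SE 0.20) were higher when adjusted over the list alone, 4 of 7 macrophage and granulocyte markers. The list mean was 0.47 (camera adjusted p = 0.0102, adjusted p = 0.358 with an estimated correlation). T and NK cell markers had a mean of 0.61 (camera adjusted p = 0.0163, adjusted p = 0.507 with an estimated correlation), with the granule proteases Gzmb (1.44) and Gzma (0.98) and the chemokine Ccl5 (1.20) higher and the T cell receptor chain Cd3g (-0.72) lower when adjusted over the list alone. Both calls ended without the intensity filter (0.29 and 0.37) and with the smooth muscle covariate (0.37 and -0.19), and the T and NK call also without vehicle rat 2 (0.45) and with the lowest 60% left out (0.67).

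Lists of the absorptive lining, fatty acid oxidation and drug handling rose at 100 mg/kg and the cell cycle list fell. No single brush border, PPAR-alpha, fat absorption, goblet, transporter or cell cycle gene passed, even adjusted over its list alone. Fatty acid synthesis (-0.45) and cholesterol synthesis (-0.10) were not called. The brush border list had a mean of 0.28 with 19 of 20 members above vehicle (camera adjusted p = 0.00963, adjusted p = 0.608 with an estimated correlation). PPAR-alpha targets and fatty acid oxidation had 0.31 with 20 of 22 above (camera adjusted p = 0.00121, adjusted p = 0.507 with an estimated correlation), led by Etfdh at 1.23 (SE 0.30). Goblet cell markers had 0.34 (camera adjusted p = 0.00587, adjusted p = 0.507 with an estimated correlation), with Zg16 at 0.77. Fat absorption genes had 0.31 (camera adjusted p = 0.0108, adjusted p = 0.523 with an estimated correlation), with the lipid receptor Scarb1 at 1.12. PXR and CAR targets had 0.54 (camera adjusted p = 0.00847, adjusted p = 0.507 with an estimated correlation), and the carboxylesterase Ces2c (1.07, SE 0.26) was higher when adjusted over the list alone. The transporter list had 0.30 (camera adjusted p = 0.0471, adjusted p = 0.507 with an estimated correlation), while its member with the smallest p, the nucleoside carrier Slc29a1, had -0.96. The cell cycle list had -0.41 with 23 of 26 members below vehicle (camera adjusted p = 5.85e-04, adjusted p = 0.523 with an estimated correlation), among them Mcm5 at -0.83, Mcm6 at -0.98 and Ccne1 at -1.26.

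All of these lists were measured beside smooth muscle scores of -0.87, -0.88 and -0.91. With that score as a covariate the brush border mean was -0.46, PPAR-alpha -0.10, fat absorption -0.24, PXR and CAR -0.39, transporters -0.11 and cell cycle 0.22, and the goblet mean was 0.25 with no call. The brush border list was then called downward and the cell cycle list upward, each against its direction without the covariate, and the others of these were not called. The brush border call also ended without vehicle rat 3 (0.09) or 100 mg/kg rat 3 (0.21), the PXR and CAR call without the intensity filter (0.30), the fat absorption call with the liver score as a covariate (0.29) and the transporter call without vehicle rat 2 (0.29), vehicle rat 3 (0.22), 100 mg/kg rat 2 (0.30) or 100 mg/kg rat 3 (0.28) and also with arrays centred (0.31), without the filter (0.29), with the median over probe sets (0.26) and with the liver score (0.29).

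Of the 14 oxidant-responsive genes of the Nrf2 list, 12 were above vehicle at 100 mg/kg. Srxn1, which repairs oxidised peroxiredoxins, rose by 1.25 (SE 0.28) and Gpx2, a glutathione peroxidase of gut epithelium, fell by 0.88 (SE 0.16), each adjusted over the list alone. The list mean was 0.33 (camera adjusted p = 0.00963, adjusted p = 0.477 with an estimated correlation), and -0.01 with the smooth muscle covariate.

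Of 17702 probe sets, 1 rose and 1 fell at 100 mg/kg by limma. Mpeg1, a pore-forming protein of macrophages, rose from 7.71 ± 0.16 (SD, n = 3) to 9.50 ± 0.14 (SD, n = 3), 3.45-fold (log2 fold change 1.79, SE 0.16, adjusted p = 0.0153), with all 3 rats above every vehicle rat. The unannotated 1378966_at fell by 3.21 (SE 0.21, adjusted p = 0.00931) over the 2 dosed rats with a value and was blank in 100 mg/kg rat 3. Its 100 mg/kg values, 2.25 and 2.32, lay below the floor, and at the floor the difference was -2.32. At an unadjusted p of up to 0.05, 3192 probe sets passed (1523 higher, 1669 lower), against 885 expected by chance. The count of calls was 2204 without vehicle rat 1, 1 without vehicle rat 3, 0 without 100 mg/kg rat 2 and 3291 with array weights. Vehicle rat 1 stood apart in its liver transcript score, 1.56 against 0.01 and -0.20 in the other vehicle rats. Over the tested probe sets it also correlated more with the 100 mg/kg rats (0.953, 0.950 and 0.948) than with vehicle rats 2 and 3 (0.927 and 0.883). Mpeg1 lost its call without vehicle rat 2 or 3 or any 1 of the 100 mg/kg rats (1.70 to 1.84 over all arrays left out in turn), and in 6 of 14 other settings, and turned to -1.99 with the median over its probe sets.

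**Figure D3:**
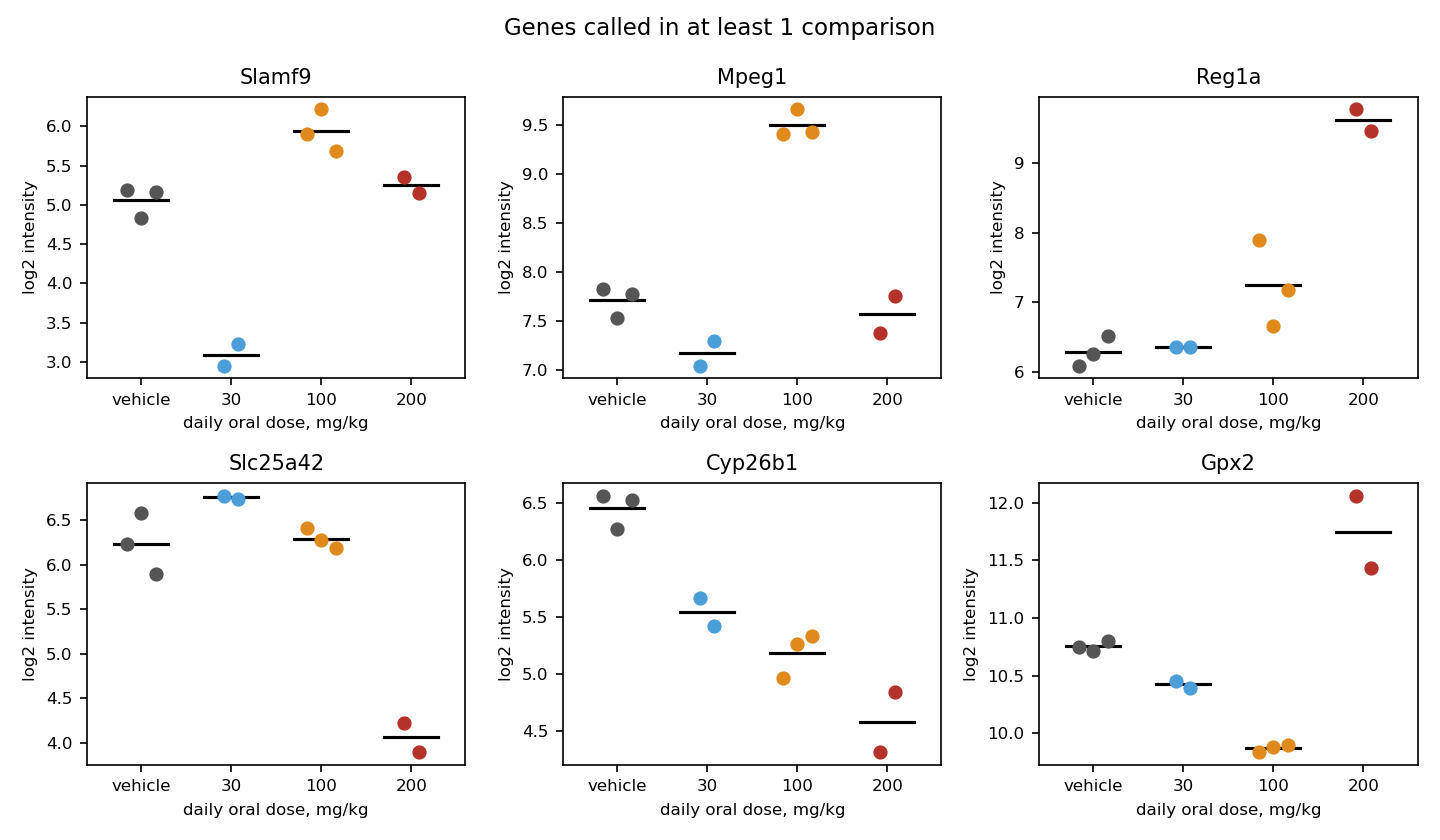
Intensity (log2) of the 6 annotated genes called in at least 1 comparison, on each array by daily dose, with 1 dot per rat and a black line at the group mean. Reg1a has its highest mean, 9.62, and Slc25a42 its lowest, 4.06, at 200 mg/kg. Mpeg1 has 9.50 at 100 mg/kg, and Gpx2 has its lowest mean, 9.88, at 100 mg/kg and its highest, 11.75, at 200 mg/kg.

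At 200 mg/kg, secreted defence proteins and goblet cell genes rose, and genes of connective tissue, muscle and nerve fell. Reg1a, a secreted lectin of regenerating gut, rose 10.1-fold, from 6.29 ± 0.22 (SD, n = 3) to 9.62 ± 0.22 (SD, n = 2). The antibacterial lectins Reg3g (3.96, SE 0.54, 15.6-fold) and Reg3b (1.40, SE 0.24) rose when adjusted over the list of inflammation and antimicrobial genes alone, whose mean was 1.31 over 5 genes (camera adjusted p = 3.99e-04, adjusted p = 0.352 with an estimated correlation). Of 11 goblet cell markers all were above vehicle and 5 were higher when adjusted over the list alone, including Spink4 (1.81, SE 0.45), Fut2 (0.89, SE 0.21) and the goblet cell factor Spdef (0.48, SE 0.16), with a mean of 0.65 (camera adjusted p = 1.94e-06, adjusted p = 0.352 with an estimated correlation). Of 12 fibroblast and matrix genes 10 were lower on that basis, with Dcn at -0.86 (SE 0.17), Col3a1 at -0.83 (SE 0.19) and Fn1 at -0.93 (SE 0.23), and the mean was -0.72 (camera adjusted p = 1.63e-07, adjusted p = 0.397 with an estimated correlation). Cyp26b1, which breaks down retinoic acid, fell by 1.88 (SE 0.20, limma adjusted p = 0.0436), and Slc25a42, a mitochondrial coenzyme A carrier, fell by 2.17 (SE 0.21, adjusted p = 0.0277).

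Within the inflammation and antimicrobial list, Ptgs2 at 0.48 and the chemokine Ccl20 at 0.67 did not pass. The unfolded protein and amino acid stress list had 0.39 with 13 of 14 members above vehicle (camera adjusted p = 3.36e-05, adjusted p = 0.352 with an estimated correlation), and asparagine synthetase Asns (1.12, SE 0.22) and the endoplasmic reticulum chaperone genes Hyou1 (0.54, SE 0.12) and Sdf2l1 (0.71, SE 0.18) were higher when adjusted over the list alone.

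Smooth muscle markers had a mean of -0.67 at 200 mg/kg (camera adjusted p = 5.83e-07, adjusted p = 0.585 with an estimated correlation), and 8 of 14, among them Lmod1 (-1.15, SE 0.28) and Cald1 (-0.96, SE 0.27), were lower when adjusted over the list alone. Enteric neuron and glia markers had -0.79 (camera adjusted p = 9.48e-05, adjusted p = 0.352 with an estimated correlation), with 4 of 10 lower, including Stmn2 (-0.76, SE 0.20) and Snap25 (-1.25, SE 0.37). The Nrf2 list had 0.38 (camera adjusted p = 0.00502, adjusted p = 0.352 with an estimated correlation), with Gpx2 (0.99, SE 0.18) and Srxn1 (1.28, SE 0.31) both higher when adjusted over the list alone. The brush border list had 0.28 (camera adjusted p = 0.00618, adjusted p = 0.639 with an estimated correlation), with the protease Mep1b at 0.94. By fry no list passed at 200 mg/kg, and the lowest adjusted p, for the unfolded protein list, was 0.0512. The smooth muscle score was -0.50 and -0.85 in these rats, and with it as a covariate the neuron (-0.35), Nrf2 (0.12) and brush border (-0.28) lists were no longer called. The Nrf2 (0.25) and brush border (0.02) calls also ended without 200 mg/kg rat 2, and the brush border call (0.10) without vehicle rat 3.

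Of 17692 probe sets, 2 rose and 2 fell at 200 mg/kg by limma. The log2 fold change of Reg1a was 3.33 (SE 0.32, adjusted p = 0.0277), and beside Slc25a42 and Cyp26b1 the unannotated 1393535_at had 1.54 (SE 0.17, adjusted p = 0.0436), each of the 4 with both rats beyond every vehicle rat. At an unadjusted p of up to 0.05, 2195 probe sets passed (1013 higher, 1182 lower), against 885 expected by chance. The count of calls was 401 without vehicle rat 1, 15 without 200 mg/kg rat 2, 7 without 100 mg/kg rat 1, 2 without vehicle rat 3, 1 without 100 mg/kg rat 2 or 200 mg/kg rat 1, 0 without vehicle rat 2, 100 mg/kg rat 3 or either 30 mg/kg rat, and 8 with array weights. Left out in turn, arrays gave 3.17 to 3.49 for Reg1a (called in 4 of 10 fits), -2.35 to -2.00 for Slc25a42 (3 of 10) and -2.14 to -1.62 for Cyp26b1 (3 of 10). Among the other settings the calls were lost in 5 of 13 for Reg1a, 5 of 13 for Slc25a42 and 8 of 14 for Cyp26b1, which had -0.98 with the median over its probe sets.

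Comparing 200 with 100 mg/kg directly, MHC class II, mast cell and macrophage transcripts fell and the antibacterial lectins Reg3g and Reg3b rose. MHC class II genes had a mean log2 difference of -1.01 (camera adjusted p = 1.53e-10, adjusted p = 0.225 with an estimated correlation), with 5 of 8 lower when adjusted over the list alone, among them RT1-Db1 (-1.52, SE 0.23) and RT1-Da (-1.10, SE 0.18). Mast cell markers had -1.22 (camera adjusted p = 5.27e-05, adjusted p = 0.0891 with an estimated correlation), with Mcpt1 (-2.27, SE 0.56), Cpa3 (-1.09, SE 0.27) and Mcpt9 (-1.14, SE 0.29) lower on that basis. Over 23 alternatives the mast cell mean ran from -1.31 to -0.63. Macrophage and granulocyte markers had -0.67 (camera adjusted p = 4.71e-05, adjusted p = 0.0891 with an estimated correlation), with C1qb (-1.91, SE 0.31), C1qc (-1.11, SE 0.19) and Csf1r (-0.98, SE 0.22) lower on that basis. The interferon-induced genes Ifit1 (-3.48, SE 0.67) and Ifit2 (-0.74, SE 0.18) were lower when adjusted over the list alone, 2 of 21 genes with a mean of -0.47 (camera adjusted p = 7.83e-05, adjusted p = 0.391 with an estimated correlation). Gpx2 rose 3.66-fold (limma adjusted p = 0.0149), from 9.88 ± 0.03 (SD, n = 3) to 11.75 ± 0.44 (SD, n = 2).

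Fibroblast and matrix genes had -0.43 (camera adjusted p = 1.92e-06, adjusted p = 0.411 with an estimated correlation), with Col6a2 (-0.83, SE 0.14) lower when adjusted over the list alone. By fry, MHC class II (0.0334), mast cell (0.0193) and macrophage and granulocyte markers (0.0180) passed between the upper doses and no other list did. The smooth muscle list did not pass in this comparison (0.21, camera adjusted p = 0.0612), and these 5 calls held with its score as a covariate.

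The other called lists between the upper doses were of mixed kinds. B and plasma cell markers had -0.95 (camera adjusted p = 0.00695, adjusted p = 0.391 with an estimated correlation), and endothelial markers -0.37 (camera adjusted p = 0.0117, adjusted p = 0.391 with an estimated correlation), with Eng (-0.73, SE 0.19) lower when adjusted over the list alone. The inflammation and antimicrobial list had 0.77 (camera adjusted p = 0.0382, adjusted p = 0.574 with an estimated correlation), with Reg3g (3.02, SE 0.54), Reg3b (1.16, SE 0.24) and Ptgs2 (0.60, SE 0.19) higher and Il1b (-0.63, SE 0.21) lower when adjusted over the list alone. The unfolded protein list had 0.21 (camera adjusted p = 0.0224, adjusted p = 0.411 with an estimated correlation), with Hyou1 (0.56), Asns (1.03) and Pdia4 (1.02) among 6 higher. Goblet cell markers had 0.31 (camera adjusted p = 0.0445, adjusted p = 0.658 with an estimated correlation), with Spink4 (1.87) and Spdef (0.59) higher. Cell cycle genes had 0.27 (camera adjusted p = 0.00261, adjusted p = 0.856 with an estimated correlation), with Aurka at 1.14, and other cytochrome P450s -0.27 (camera adjusted p = 0.0262, adjusted p = 0.856 with an estimated correlation), with Cyp2j4 at -0.91.

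These calls depended on the rats included and the settings. Without 200 mg/kg rat 1 the cell cycle (0.02) and cytochrome P450 (-0.01) calls ended, and without 200 mg/kg rat 2 the inflammation (0.69), goblet (0.25), endothelial (-0.33) and unfolded protein (0.11) calls. Leaving out 100 mg/kg rat 1 ended the B and plasma (-0.50) and goblet (0.33) calls. Leaving out 100 mg/kg rat 2 ended the inflammation (0.66), goblet (0.26) and unfolded protein (0.20) calls, and 100 mg/kg rat 3 the inflammation (0.69) and cytochrome P450 (-0.20) calls. The inflammation call also ended without vehicle rat 1 (0.77), and the inflammation (0.77) and goblet (0.31) calls without vehicle rat 3. The smooth muscle covariate ended the cell cycle (0.12) and cytochrome P450 (-0.08) calls. The inflammation call ended without the intensity filter (0.20), with array weights (0.78) and with only the compared groups (0.77). The goblet call ended with quantile normalization (0.28) and with no filter or the lowest 60% left out (0.31 each), and the unfolded protein call with the lowest 60% left out (0.15) or only the compared groups (0.21).

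Of 17691 probe sets, 2 were higher and 2 lower at 200 than at 100 mg/kg by limma. The log2 differences were 1.87 (SE 0.18) for Gpx2, -1.93 (SE 0.18) for Mpeg1 and -2.23 (SE 0.21) for Slc25a42, with an adjusted p of 0.0149 each, and 4.27 (SE 0.23, adjusted p = 0.00218) for 1378966_at, or 3.38 with its 100 mg/kg values at the floor, with every 200 mg/kg rat beyond every 100 mg/kg rat that had a value. At an unadjusted p of up to 0.05, 1072 probe sets passed (480 higher, 592 lower), against 885 expected by chance. The count of calls was 15 without 200 mg/kg rat 2, 9 without 100 mg/kg rat 1, 7 without vehicle rat 3, 1 without 100 mg/kg rat 3 or either 30 mg/kg rat, 0 without 100 mg/kg rat 2 or 200 mg/kg rat 1, and 8 with array weights. With the median over its probe sets, Mpeg1 had 0.84 in this comparison. Left out in turn, arrays gave 1.56 to 2.19 for Gpx2 (called in 4 of 10 fits), -2.12 to -1.74 for Mpeg1 (5 of 10) and -2.39 to -2.07 for Slc25a42 (4 of 10), and calls were lost in 2 of 13, 3 of 14 and 2 of 13 other settings.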

Values the study reported

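In plasma, the study reported that the peak concentration of A-998679 declined by 88% from the first day to the end of dosing at 30 mg/kg and by 53% at 100 mg/kg. Total exposure decreased by 95% and 80% at these doses, and neither measure changed at 200 mg/kg. In liver arrays it reported Cyp1a1 mRNA increases of about 10 to 100-fold and Cyp1a2 increases of 2 to 3-fold in some animals from 100 mg/kg up. By RT-PCR it reported strong induction of both genes in liver at every dose. For the jejunum, presented in the same way as the liver RT-PCR, its text gives directions and no fold values. Cyp1a1 rose at 30 and 100 mg/kg, variably between animals and with a much smaller increase than in liver. At 200 mg/kg Cyp1a1 was significantly lower, and Cyp1a2 was unchanged. The paper also proposes that the basal level of Cyp1a1 is far higher in jejunum than in liver. Without showing data, it reported higher Mrp2 (Abcc2) in small intestine and higher Mrp3 (Abcc3) in liver. Cyp1a1 apart, it reported no induction in jejunum of genes downstream of the AhR response element, again without showing data.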

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

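The tests of explanations in this part were chosen only after the results they concern were seen, except that of liver RNA as the whole source of the Cyp1a1 difference, and the comparison between the upper doses was planned. A tested difference between the upper doses picked out 4 probe sets. From 100 to 200 mg/kg, 1378966_at had a log2 difference of 4.27, but its 100 mg/kg values, 2.25, 2.32 and a blank, lay below the floor of 3.18, and at the floor the difference was 3.38. Gpx2 had 1.87, moving from 0.88 below vehicle to 0.99 above it. Slc25a42 had -2.23, with 100 mg/kg at 0.06 from vehicle. Mpeg1 had -1.93, with 200 mg/kg at -0.14 from vehicle.

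Smooth muscle and enteric neuron markers, which share no tested gene, lay below vehicle together at 100 and 200 mg/kg. Pieces of jejunum with unequal shares of the muscle wall may account for part of this. Vehicle rat 1, with the lowest smooth muscle score of the vehicle rats (-0.51 against 0.24 and 0.28), also had the lowest value of these rats for 80% of the neuron list, so muscle and nerve transcripts also moved together without the drug. Unequal dilution of the mucosa as the only cause of the brush border and cell cycle differences at 100 mg/kg stays open, because the gap of cell cycle to brush border list, -0.69, had an SE of 0.44 over rats and ran from -0.57 to 0.58 among the vehicle rats. An effect of A-998679 on muscle and nerve stays open and untested, since no measure of the wall's thickness was used here.

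Mast cell and MHC class II markers stood above vehicle in every 100 mg/kg rat and lower again at 200 mg/kg. The mast cell list exceeded the brush border list by 1.14 (SE 0.39 over members and 0.32 over rats). This gap was 1.06 to 1.27 in the 100 mg/kg rats and -0.39 to 0.73 in the vehicle rats. These values cover the 4 mast cell markers that passed the intensity filter. They argue against a larger share of mucosa as the only source of the mast cell rise, if such a share raises both lists alike. A part of the rise from that source stays open. More white blood cells of every kind in the piece could still be involved, since the mast cell list exceeded the T and NK cell list by 0.80 with an SE of 0.47 over members, too wide to decide. An accumulation or activation of mast cells and antigen-presenting cells at 100 mg/kg is a hypothesis that these arrays leave open, and no cell counts were used here.

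Vehicle rat 1 may have carried RNA from liver. Of 21 liver transcripts not seen before the list was written, 90.5% had their highest value of the 10 arrays there, against 8.66% of all 12515 genes compared, with a median excess of 1.74, while Alb had 11.43 on this array and a median of 9.72 on the others. Jejunum shows many of these transcripts too, as 12 of the 21 lay above the filter level on the other arrays. A piece taken nearer to the ileum or with lymphoid follicles stays open, since 16.7% of the distal list and 0% of the B and plasma cell list were highest there, but both list scores, 0.65 and 0.66, lay above those of the other vehicle rats. Liver RNA as the whole source of the Cyp1a1 difference at 100 mg/kg stays open. The value with the covariate, 1.27 (SE 0.66) against 1.44 (SE 0.60) without, met the bound set beforehand by less than its SE. The lower liver score at 100 mg/kg (difference -0.56, SE 0.71) lies within its spread. The covariate also assumes 1 slope of Cyp1a1 on the liver score in all groups. By RT-PCR the study could not detect Cyp1a1 in vehicle livers, so liver RNA could add it in dosed rats alone. The fit therefore cannot decide this.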

How the results depend on the processing

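The smooth muscle covariate, the liver covariate and the floor at the 10th percentile were chosen after the data were seen, and the other alternatives were planned. Of 47 called list results, 15 kept their direction and call under every alternative that gave a value, all with camera's preset correlation. With an estimated correlation, run beside the alternatives, none of the 47 was called. The 15 were mast cell and MHC class II markers at 100 mg/kg and between the upper doses, smooth muscle at 100 and 200 mg/kg, fibroblast and matrix genes at 200 mg/kg and between the upper doses, goblet, unfolded protein and inflammation lists at 200 mg/kg, interferon and macrophage lists between the upper doses, and cholesterol and T and NK lists at 30 mg/kg. Cyp1a1 was called in no alternative, and its log2 fold change ranged from 0.89 to 2.49 at 30 mg/kg, 0.97 to 3.14 at 100 mg/kg, -3.30 to -1.01 at 200 mg/kg and -4.75 to -2.93 between 200 and 100 mg/kg. Without 200 mg/kg replicate 1 no Cyp1a1 value at 200 mg/kg could be had. Where a group was left with 1 array, that array was assumed to vary like the other groups. Dim probe sets limit Cyp1a2, which lay near background. The smooth muscle score was lower on every 100 mg/kg array than on every vehicle array, so its use as a covariate also removes dose differences that run with it. The cause of the changes given here was not tested, except where fewer probe sets or arrays entered.

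The counts of called probe sets at 30, 100 and 200 mg/kg, between 200 and 100 mg/kg and by the F test were 2, 2, 4, 4 and 8. Counts that moved by over 1.5 times follow in that order. Quantile normalization gave 2 at 200 mg/kg. The floor at the 25th percentile gave 0 at 30 mg/kg, 8 at 200 mg/kg and 8 between the upper doses. The offset of 16, log2(value + 16), gave 0, 8, 10 and 15 by the F test at 30 mg/kg, at 200 mg/kg and between the upper doses. With no filter they were 0, 0, 1, 8 and 2, and 13 lists were called at 200 mg/kg in place of 8. With the lowest 60% left out they were 0, 1, 1 and 8, and 7 lists were called between the upper doses in place of 13. Trend and robust moderation gave 0 at 30 mg/kg and 15 by the F test. Array weights gave 1, 3291, 8, 8 and 1266, with 1756 of the 3291 higher. Only the arrays of the 2 groups compared gave 1, 0, 1 and 0. The replicate block gave 1, 1, 0, 1 and 2. The floor at the 10th percentile gave 0 at 30 mg/kg. The smooth muscle covariate gave 0, 0 and 0 against vehicle, 0 by the F test and 6 called lists at 100 mg/kg in place of 14, and the liver covariate 0, 0 and 0 against vehicle and 2 by the F test. The methods' t-test at its unadjusted threshold gave 619, 2360, 1140 and 1500, and after Benjamini-Hochberg adjustment 0 in each of the 4 comparisons. Leaving out 1 array at a time gave 0 to 2 at 30 mg/kg, 0 to 2204 at 100 mg/kg, 0 to 401 at 200 mg/kg, 0 to 15 between the upper doses, 0 to 1009 by the F test, and 7 to 19 lists at 200 mg/kg, with 19 without 200 mg/kg replicate 1. The 2204, 401 and 1009 came without vehicle replicate 1, where 2 of 2 probe sets called at 100 mg/kg and 4 of 4 at 200 mg/kg with all arrays were called again.

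Cyp1a2 at 200 mg/kg, 0.33 as reported, turned to -0.40 with the floor at the 25th percentile, -0.62 with log2(value + 16), -1.12 with the replicate block, -0.57 with the floor at the 10th percentile, -0.69 with the smooth muscle covariate, -0.0630 with the liver covariate and as low as -0.50 in the leave-one-out range of -0.50 to 1.12. At 30 mg/kg it turned to 0.0653 with the liver covariate, and at 100 mg/kg its leave-one-out range was -2.65 to 0.26. Abcc3 at 30 mg/kg, at -0.0005, turned to 0.0191 with array weights, 0.55 with the smooth muscle covariate, 0.50 with the liver covariate and ranged from -0.71 to 0.67 with 1 array left out. The smooth muscle covariate turned Ahrr at 100 mg/kg to 0.82, Tiparp to -0.10 at 100 mg/kg and -0.26 at 200 mg/kg, Abcc2 at 200 mg/kg to -0.23 and Abcc3 at 100 mg/kg to -0.71. It turned these lists at 100 mg/kg: Nrf2 to -0.01, PXR and CAR to -0.39, transporters to -0.11, PPAR-alpha to -0.10, fat absorption to -0.24, brush border to -0.46, T and NK cells to -0.19 and cell cycle to 0.22, and the brush border list at 200 mg/kg to -0.28. The median over probe sets turned Mpeg1 to -1.99 at 100 mg/kg and 0.84 between the upper doses. With 1 array left out the other ranges that crossed 0 were -0.24 to 0.11 for Ahrr at 100 mg/kg, -0.64 to 0.27 for Nqo1 at 30 mg/kg, -0.39 to 1.67 for Abcc2 at 200 mg/kg, -1.70 to 0.37 for Abcc2 and -0.83 to 0.0712 for Ahr between the upper doses, and at 30 mg/kg -0.0244 to 0.32 for the fat absorption list and -0.0100 to 0.42 for smooth muscle. The test's direction also turned for ribosomal proteins at 30 mg/kg (-0.47 to -0.0024), other cytochrome P450s (-0.52 to -0.0115) and cell cycle (0.0195 to 0.53) between the upper doses.

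Whether the rat numbers pair the arrays could not be decided from correlations of their deviations from the group mean. In groups of 2 rats these deviations mirror each other, so the pairs are not separate observations and medians near 0 are partly forced. Of 13 same-numbered pairs, 4 had a correlation over 0.1, with a median of -0.014 and a range of -0.31 to 0.24. The median over 24 other pairs was 0.013. The 3 pairs of dosed rats numbered 1 had 0.16, 0.24 and 0.11, and what the numbers stand for is not known. The replicate block ended the calls of Slamf9, Mpeg1, Reg1a, Slc25a42, Cyp26b1 and Gpx2, the fat absorption list at 30 mg/kg (0.12) and the inflammation (0.70) and goblet (0.31) lists between the upper doses. Among named genes other than Cyp1a1 and Cyp1a2 the alternatives left 719 values with the same call, 91 past the threshold no longer, 9 newly past it and 20 with the other sign, and among lists 1019, 85, 0 and 12. For Cyp1a1 and Cyp1a2, 187 had the same call and 9 the other sign.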

Other observations

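The counts of liver, adipose and pancreas transcripts per array, the liver score by rat number and the comparison with the authors' table were chosen only after results were seen, whereas the gene and list tests and the count of splits were planned. At 200 mg/kg a pair of interferon-induced genes fell. Ifit1, which binds foreign RNA, fell by 3.54 (SE 0.67) and Ifit2 fell by 0.79 (SE 0.18) against vehicle when adjusted over the list alone, while the 21 genes of the list had a mean of -0.28 that was not called (camera adjusted p = 0.288). The fatty acid synthesis list had a mean of -0.59 over 11 genes at 200 mg/kg, also not called (camera adjusted p = 0.0627), and Acaca, the enzyme of its committed step, had -0.91 and was the only member to pass adjusted over the list alone. Endothelial markers had -0.40 there (camera adjusted p = 0.0613), with Eng at -0.67 and Vwf at -1.01 lower on that basis.

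At 100 mg/kg the antibody joining chain Jchain (1.70, SE 0.32) and Mzb1 (0.77) were higher when adjusted over the list alone, and the B and plasma list of 6 genes had a mean of 0.49 (camera adjusted p = 0.0797). The list score was 1.39 in 100 mg/kg rat 1 and 0.03 and 0.06 in the others. Insig1, a brake on cholesterol synthesis, was higher by 0.87 (SE 0.17) within a cholesterol list with a mean of -0.10 (camera adjusted p = 0.934).

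In the authors' deposited table, the treated rats had between 88 and 777 changed probe sets each. In that authors' deposited table, 30 mg/kg rat 1 had 88 and rat 2 had 334, the 100 mg/kg rats 481, 385 and 777, and the 200 mg/kg rats 381 and 725. Over the probe sets marked as changed in the authors' deposited table, its log fold changes and the differences from the vehicle mean computed here correlated at 0.926 to 0.975 per rat, and probe sets are not independent replicates.

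The liver transcript score was highest on rat 1 in 4 of 4 groups. No chance probability can be drawn from this, since the liver list was written after the arrays had been inspected. What the rat numbers stand for was not stated in the sources used here. The scores were 1.56, 0.01 and -0.20 in the vehicle rats, 0.75, -0.60 and -0.47 at 100 mg/kg, 0.70 and -0.88 at 200 mg/kg and 0.00 and -0.86 at 30 mg/kg. Of 6 adipose transcripts not seen before their list was written, 4 had their highest value on 30 mg/kg rat 2. Of 7 exocrine pancreas markers none was highest on vehicle rat 1.

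Of the 10 ways to split the 3 vehicle and 3 100 mg/kg arrays into equal groups, 2 gave 2 called probe sets or more, the real one included. The highest count of any other split was also 2, and it grouped vehicle rat 1 with 100 mg/kg rats 2 and 3. The splits are too few for a share under 0.05. The first principal component of 17465 probe sets held 41.6% of the variance, the second 11.2% and the third 10.6%.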
